A study of Mus musculus with 8 samples. Its data were reported in "Adoptive immunotherapy with transient anti-CD4 treatment enhances anti-tumor response by increasing IL-18Rαhi CD8+ T cells" (2021).

How the data were processed

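RNA was measured in 8 libraries from 4 female C57BL/6 mice. Each mouse had received B16-F10 melanoma cells, which are a mouse tumor line, and was then treated by adoptive cell therapy with cyclophosphamide before the transfer and a CD4-depleting antibody after it. Per the labels, endogenous CD8+ T cells, recognized by the lack of the Thy1.1 antigen that marks the transferred Pmel-1 cells, were purified with beads from lymph nodes and spleen. IL-18Rα hi cells were then retained on a magnetic column through an antibody against IL-18Rα, and the cells that ran through the column served as the control. Every mouse gave 1 library of each fraction, so there were 4 IL-18Rα hi-enriched and 4 flow-through libraries. Groups and replicate numbers were taken from the sample labels.

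The deposited values are FPKM (fragment values divided by transcript length and by library depth), which the authors computed. Poly(A) RNA was made into stranded libraries and sequenced as paired ends. The authors removed reads of low quality, mapped the others to the mm10 genome with TopHat and estimated gene levels with Cufflinks, with correction for reads that map to several places and for fragment bias. Other options were left at their defaults, which in Cufflinks do not use the strand of a library, and the release of the annotation was not stated, so values of genes that overlap on opposite strands, and of close paralogs, are uncertain. The table held 47493 genes, whose running numbers reached 47729, and 236 numbers were not used here. Of the gene identifiers, 98.9% were found in GENCODE release M21, which describes the same genome build, and 95.4% of these carried the same name. Coordinates and transcript lengths were taken from that annotation. There were 256 entries that shared a name with another, and 27 names that spreadsheet software had turned into dates were replaced from the annotation.

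Cufflinks estimates abundances and does not return whole reads, so FPKM values carry no exact depth. Genes with a single transcript of at least 1500 bases and an FPKM under 0.2 were used to estimate the worth of 1 fragment in each library, which placed the depth between 14672000 and 17704000 fragments. The estimates overlapped between the fractions, and no count model or counting interval was applied.

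Differences between the fractions were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a trend of the variance on the mean, without a block for the mouse, over genes with a mean of at least 1 FPKM in the 8 libraries. There were 12166 such genes. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A fold change is on the log2(FPKM + 1) scale and understates the change of genes of low level. The criteria by which the study listed genes were applied with the limma adjusted p in place of the authors' own p and q values: a mean of at least 5 FPKM in the enriched libraries, an adjusted p under 0.001, at least 3 times the flow-through mean, and every enriched library at or above the flow-through mean plus 3 SD. The same criteria with the fractions exchanged are called the mirrored criteria.

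Gene lists were written before the data were examined. Lists of genes named by the study were 20 that the study picked among genes induced by anti-CD4 treatment on a separate microarray (anti-CD4-induced genes), innate-like T-cell markers, NK receptors, the genes of the protein phenotype, cytokine receptors, effector cytokines and activation markers. The innate-like markers and NK receptors were picked by the study from these same libraries. Lists from general knowledge covered inhibitory receptors, cytotoxicity, naive T cells, proliferation and type 17 genes, and marker genes of CD8 T-cell identity, B cells, myeloid cells, NK cells, CD4 T cells, γδ T cells, invariant NKT and MAIT cells, erythroid cells and melanoma. There were 10 lists tested with camera at a preset inter-gene correlation of 0.01, and their p-values were adjusted over the 10 lists. Lists for erythroid progenitors, granulocyte progenitors, plasma cells, MHC class II genes, conventional and plasmacytoid dendritic cells, regulatory T cells and ribosomal proteins were written after values of some or all of their genes had been seen. Genes named singly were those the study names and, in each direction, the 10 with the largest log2 fold change among genes with an adjusted p under 0.05, a mean of at least 5 FPKM in the higher fraction and no overlap between the libraries of the fractions, with antigen receptor segments left out. Some genes are not reported here by name, and counts and list values include them.

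Shannon evenness of the T-cell receptor V segments was the entropy of the segments' shares of their summed FPKM divided by the logarithm of the number of segments, for the α chain (Trav) and β chain (Trbv) apart. Single values were compared by exact two-sided permutation over the 70 arrangements of 4 libraries against 4, for which the smallest possible p is 0.0286. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.

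The replicate numbers pair the libraries, since the labels state that both fractions came from each mouse. The deviations of same-numbered libraries from their group means correlated, across genes, at 0.66, 0.59, 0.31 and 0.47, against -0.60 to 0.41 for libraries of different numbers. A fit with the mouse as a block was among the alternatives. The others were pseudocounts of 0.1 and 5, no filter or a minimum mean of 5 FPKM, rescaling to TPM, quantile normalization, median-ratio scaling, limma without trend or with robust estimation, each library left out in turn, Il18r1 left out of the lists, fry or an estimated correlation in place of the preset one, other sets of V segments, and listing criteria without the p-value or with 5 FPKM in every library. A scaling to equal mean levels of the CD8 T-cell identity genes (T-cell scaling), mirrored criteria without the p-value, and receptor ratios without each library were added after the data had been seen.

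The limma step was tested on simulated log-normal values for 12166 genes with 200 changed. It recovered 97% of genes changed 4-fold and 78% of genes changed 2-fold, 3.3% of its calls were unchanged genes, and it called 0 genes when none was changed. The noise was independent for each gene and library, without an effect of the mouse or correlation between genes. These values therefore do not give the error rate in the real libraries.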

Results

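Gene expression was measured by RNA sequencing in endogenous CD8+ T cells enriched for high IL-18Rα and in the cells of the column flow-through, with n = 4 mice per fraction and both fractions from each mouse. IL-18Rα, the product of *Il18r1*, is the binding chain of the receptor for interleukin-18, and *Il18rap* encodes its partner chain. B16-F10 cells (200000 per mouse) were inoculated on day 0, cyclophosphamide (300 mg/kg) was given on day 3 and 2000000 Pmel-1 cells, which carry a T-cell receptor for a melanoma antigen, were transferred on day 5. Anti-CD4 antibody (200 μg) was given from day 10, and cells were collected on day 25. Values are FPKM of the authors, with mean ± SD of 4 libraries unless stated otherwise.

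The summed FPKM of the flow-through libraries was 656820, 711678, 669630 and 699696 for replicates 1 to 4, and that of the enriched libraries was 659239, 700333, 656715 and 692986. Estimated depth was 16936000, 17667000, 15391000 and 14672000 fragments in the flow-through libraries and 17704000, 16564000, 17364000 and 14805000 in the enriched libraries. From 11706 to 12288 genes per library reached 1 FPKM. Correlations of log2(FPKM + 1) across genes, which are not independent replicates, were 0.966 to 0.987 within the enriched fraction, 0.943 to 0.986 within the flow-through and 0.888 to 0.967 between the fractions, so no libraries were duplicates of one another. The first principal component carried 60.3% of the variance and the second 18.5%. On the first, flow-through libraries lay between -60.1 and -2.22 and enriched libraries between 5.46 and 38.9.

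The level of the selected receptor was examined first, as it checks the labels. *Il18r1* (ENSMUSG00000026070; mm10 chromosome 1, 40465552 to 40500854, plus strand, protein-coding) was at 30.6 ± 6.96 FPKM in the flow-through and 110.8 ± 3.87 FPKM in the enriched fraction, a ratio of means of 3.62. Its highest flow-through library was at 37.2 FPKM and its lowest enriched library at 106.6 FPKM. The log2 fold change was 1.85 (SE 0.15, limma adjusted p = 0.00029), and 2 of 70 arrangements gave as large a difference (exact two-sided permutation p = 0.0286, the smallest possible). T-cell scaling, applied after the data had been seen, moved this value most, to 1.45. *Il18rap* (chromosome 1, 40515362 to 40551705), which lies next to it, rose from 10.9 ± 3.35 to 37 ± 3.86 FPKM, with a log2 fold change of 1.71 (SE 0.21, limma adjusted p = 0.0016).

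**Figure D1:**
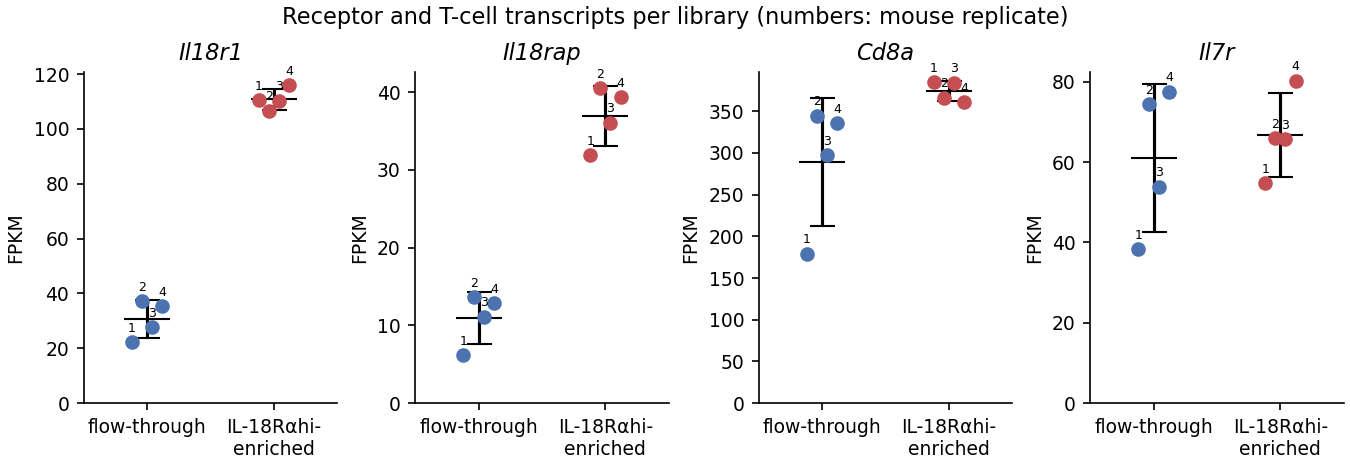
FPKM of *Il18r1*, *Il18rap*, *Cd8a* and *Il7r* in each library, with the mouse replicate beside each point and bars for mean ± SD of 4 libraries. The enriched libraries lie above all flow-through libraries for *Il18r1* (106.6 against at most 37.2 FPKM), while the fractions overlap for *Il7r*.

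To define the molecular profile of IL-18Rα hi cells, all genes were compared between the fractions. At a limma adjusted p under 0.05, 1720 of 12166 genes were higher and 1664 were lower in the enriched fraction. At an unadjusted p under 0.05 the numbers were 2433 and 2594. The fractions did not overlap for 1993 higher and 1940 lower genes, where chance gives 1.43% of genes in each direction. With the mouse as a block, 2705 genes were higher and 2763 lower, and 1719 and 1659 of the genes called without the block were among them. Under T-cell scaling, which shifted the median log2 fold change of all genes to -0.39, the split was 509 higher and 1734 lower genes, so that 22.7% of calls were higher against 50.8% without it. Calls of higher genes with a small change therefore depended on the scaling.

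**Figure D2:**
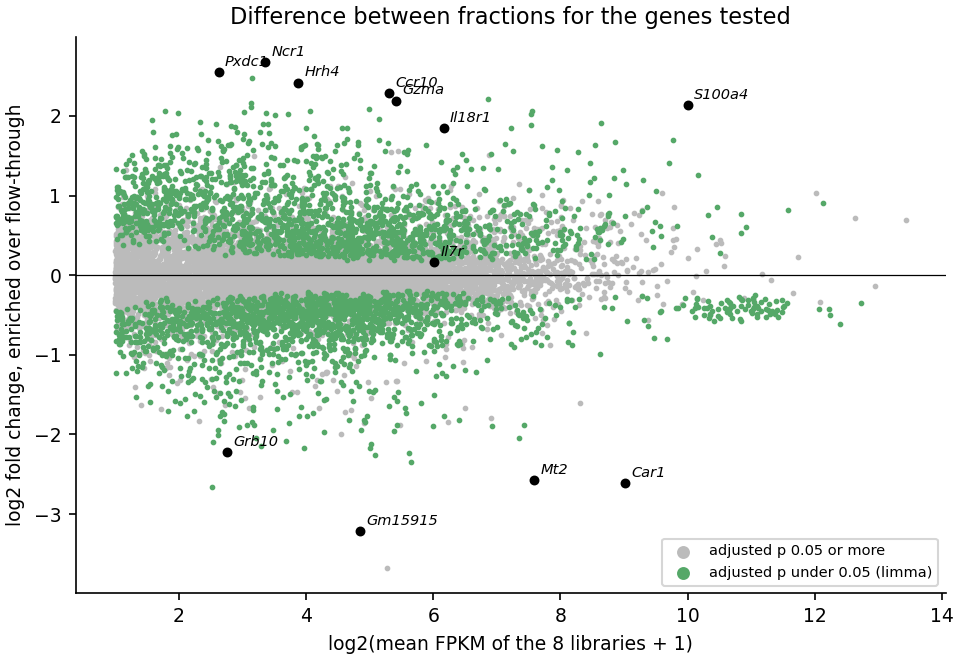
Log2 fold change (enriched over flow-through) against log2(mean FPKM of the 8 libraries + 1) for the 12166 genes tested, where each point is a gene and green marks a limma adjusted p under 0.05. *Hrh4* (2.42), *Il18r1* (1.85) and *S100a4* (2.14) lie above 0, *Gm15915* (-3.22) and *Car1* (-2.61) lie below it, and *Il7r* (0.17) lies near it.

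The criteria by which the study listed genes were met by 44 genes in the enriched fraction. Taken alone, the level was reached by 9273 genes, the adjusted p by 97, the fold by 249 and the spread criterion by 763. The p-value was therefore the most restrictive criterion, and 87 genes met the others without it. Of the 42 genes the study names in its text, 12 met all criteria, among them *Pxdc1*, *Hrh4*, *S100a4*, *Ccr8*, *Cd40lg*, *Ccl1*, *Il18r1*, *Lgals1*, *Tbx21*, *Icos* and *Ccr4*. The 42 include genes that the study named for other reasons, such as cytokine receptors and activation markers. The number 12 is therefore no rate of repeated findings. *Ncr1* and *Klrb1b*, at 10.1 and 8.66 times the flow-through mean, missed the p-value criterion alone. Their limma adjusted p was 0.0027 and 0.0020, or 0.00016 each with the mouse as a block. With the fractions exchanged, 10 genes met the mirrored criteria, for which the level, adjusted p, fold and spread criteria alone were met by 9263, 31, 168 and 792 genes. With the mouse as a block the numbers were 80 and 44. Under T-cell scaling 6 genes met the study's criteria and 11 the mirrored ones. The number was 0 in 6 of the 8 fits that left out 1 library, and these 6 fits called 1107 to 1616 genes higher at an adjusted p under 0.05.

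The 10 genes with the largest rise under the naming rule, with log2 fold changes from 2.12 to 2.68, included *Ncr1*, *Pxdc1*, *Klrb1b*, *Hrh4*, *Ccr10*, *H2-Eb1*, *Gzma*, *S100a4* and *Ccr8*. *Ncr1* (chromosome 7, 4337724 to 4345164) rose from 1.66 ± 0.931 to 16.8 ± 8.46 FPKM (log2 fold change 2.68, SE 0.39), and its low flow-through level makes the fold imprecise. *Hrh4* (chromosome 18, 13006990 to 13022882) rose from 3.66 ± 0.820 to 23.6 ± 1.40 FPKM (log2 fold change 2.42, SE 0.13). *S100a4* (chromosome 3, 90603771 to 90606045) rose from 386.2 ± 89.0 to 1673 ± 151.3 FPKM (log2 fold change 2.14, SE 0.17). *Pxdc1* was at 5.55 FPKM in enriched replicate 1 and at 10.6 to 11.1 FPKM in the other enriched libraries. *H2-Eb1*, an MHC class II gene, ranged from 88.3 to 291.0 FPKM in the enriched libraries. *Klrb1b* and *Klrb1c* lie in a cluster of similar genes on chromosome 6, so the division of reads between them is uncertain.

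The 10 named genes with the largest fall were *Gm15915*, *Car1*, *Mt2*, *Ces2g*, *Mfsd2b*, *Grb10*, *Tfr2*, *Epdr1*, *Mmp14* and *Sphk1*, with log2 fold changes from -3.22 to -2.12. *Car1*, *Mfsd2b* and *Tfr2* are genes of erythroid cells. *Car1* (chromosome 3, 14766216 to 14808368), which encodes carbonic anhydrase 1, fell from 881.6 ± 328.1 to 152.7 ± 80.8 FPKM (log2 fold change -2.61, SE 0.39, limma adjusted p = 0.0030). *Gm15915* (chromosome 10, 93674218 to 93683322) fell from 50.7 ± 16.7 to 4.74 ± 2.46 FPKM (log2 fold change -3.22, SE 0.33). *Grb10* (chromosome 11, 11930508 to 12038683) fell from 10.1 ± 2.67 to 1.38 ± 0.525 FPKM (log2 fold change -2.22, SE 0.22). *Epdr1* and *Sphk1* were no longer past the threshold without flow-through replicate 3 (log2 fold changes -2.12 and -2.10), enriched replicate 2 (-1.83 and -1.85) or enriched replicate 4 (-1.89 and -1.80), or when all genes with any value above 0 were tested (-2.17 and -2.12).

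Whether genes that anti-CD4 treatment induced on a separate microarray were also higher in IL-18Rα hi cells was asked with 20 of the induced genes. The study picked these for their roles in the activation, differentiation or migration of T cells, and the other induced genes were not examined here, so the values below hold for the picked genes alone. All 20 genes were higher at a limma adjusted p under 0.05 over all genes tested, and 20 were so adjusted over the list alone. The lowest log2 fold change was 0.82 (*Ifitm1*), and the mean was 1.63 (camera adjusted p = 1.3e-16), or 1.28 under T-cell scaling. *Gzmb* rose from 66.6 ± 23.2 to 231.8 ± 38 FPKM and *Ifng* from 8.86 ± 2.85 to 23.7 ± 4.34 FPKM. *Gcnt1* and *Ifitm1* were not past the threshold under T-cell scaling (0.53 and 0.42), and *Penk* was not without flow-through replicate 3 (1.36) or enriched replicate 2 (1.38).

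Innate-like T-cell markers and NK receptors were chosen by the study from these libraries, so their counts are not independent evidence. The 6 innate-like markers had a mean log2 fold change of 2.18 (camera adjusted p = 9.5e-07), with 6 past the threshold over all genes and 6 adjusted over the list alone. The 4 NK receptors had a mean of 2.28 (camera adjusted p = 0.00033), with 4 past the threshold over all genes and 4 adjusted over the list alone.

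Of the lists fixed before the data were examined, the 3 effector cytokines rose by a mean log2 fold change of 1.11 (camera adjusted p = 0.0052), the 5 inhibitory receptors by 1.43 (3.1e-05), the 9 cytotoxicity genes by 1.02 (2.4e-05), the 6 type 17 genes above the filter by 1.70 (4.7e-06) and the 18 proliferation genes by 0.45 (0.00016). Under T-cell scaling the proliferation list had a mean of 0.051, with 10 genes higher and 8 lower, and it passed camera (0.0013), which compares it with the other genes, whose median was there -0.39. The 11 naive T-cell genes had a mean of -0.66 (0.0062). Over all genes tested, 3 effector cytokines, 5 inhibitory receptors, 6 cytotoxicity genes, 6 type 17 genes and 8 proliferation genes were higher, and 6 naive T-cell genes were lower. Adjusted over the list alone, the numbers were 3, 5, 9, 6, 8 and 7. With the mouse as a block 14 proliferation genes were higher. The 3 activation markers did not pass as a list (mean 0.80, camera adjusted p = 0.119), as *Il2ra* (1.90) and *Tnfrsf9* (0.92) rose while *Cd69* did not (-0.43), and 2 genes passed both over all genes and adjusted over the list alone. With the mouse as a block *Cd69* was lower (limma adjusted p = 0.0234), as it was under T-cell scaling (-0.83) and without flow-through replicate 1 (-0.70), and under T-cell scaling *Tnfrsf9* was not past the threshold (0.54). By fry, all of the camera calls held except those for naive T-cell (adjusted p = 0.0521) and proliferation genes (0.0537), and activation markers passed (0.0470). With an inter-gene correlation estimated from the 8 libraries none held (adjusted p = 0.149 or 0.394).

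**Figure D3:**
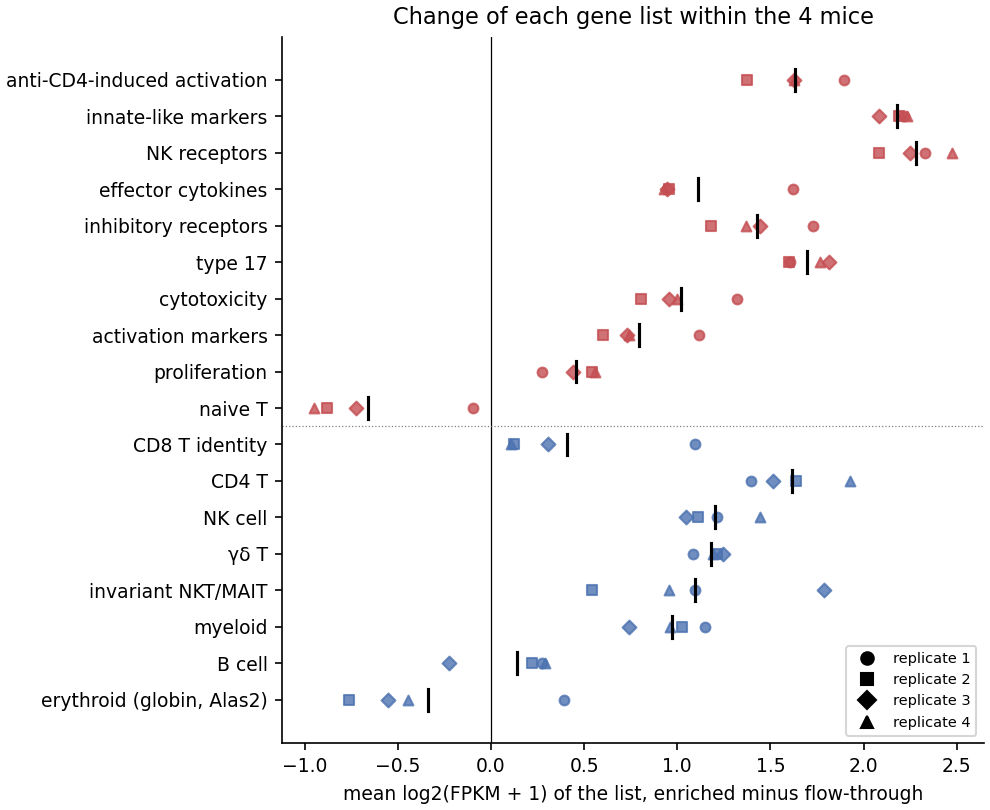
Mean log2(FPKM + 1) of each gene list in the enriched library minus that in the flow-through library of the same mouse, with 1 symbol per mouse and a vertical bar for the mean of 4 mice. Lists above the dotted line were tested, those below it are cell-type markers. The anti-CD4-induced list (mean 1.63) is higher in all 4 mice, the naive T-cell list (-0.66) is lower in all 4 mice, and the erythroid list is higher in replicate 1 and lower in the others.

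Genes for the protein phenotype of IL-18Rα hi cells, which includes CD44, CXCR3 and T-bet and the absence of CD49d, were compared at the RNA level. *Cd44* (log2 fold change 0.76), *Cxcr3* (1.53) and *Tbx21* (1.70) were higher and *Itga4*, which encodes CD49d, was lower (-0.65) at a limma adjusted p under 0.05. These 4 genes also passed adjusted over the list alone. Under T-cell scaling *Cd44* was not past the threshold (0.36).

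Cytokine receptors that the study compared in single cells were examined between the fractions and within each library. *Il12rb1* (log2 fold change 1.30) and *Il12rb2* (1.45) were higher at a limma adjusted p under 0.05, and 2 of the 5 receptors passed adjusted over the list alone. *Il7r* (0.17), *Il15ra* (0.09) and *Il21r* (0.03) differed by less than the spread between replicates, and all 3 had the opposite sign under T-cell scaling or without flow-through replicate 1. In the enriched libraries the FPKM of *Il7r* was 2.99 ± 0.319 times that of *Il12rb1*, 6.53 ± 0.564 times that of *Il12rb2*, 7.15 ± 1.55 times that of *Il15ra* and 1.26 ± 0.172 times that of *Il21r*, and it was the higher in 4 of 4 libraries for each. In the flow-through the ratios were 7.02 ± 0.794, 19.3 ± 0.858, 6.86 ± 1.5 and 1.15 ± 0.151, with *Il21r* exceeding *Il7r* in 1 of 4 libraries. FPKM depends on the transcript model of each gene, so these ratios do not measure receptor protein.

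Whether the receptor repertoire was less even in the IL-18Rα hi fraction was asked of V segment expression, which does not resolve clones. Over 128 Trav segments the evenness was 0.812 ± 0.0111 in the flow-through and 0.803 ± 0.00970 in the enriched fraction (difference -0.0096, exact permutation p = 0.257, lower in 3 of 4 mice). Over 35 Trbv segments it was 0.821 ± 0.00492 and 0.810 ± 0.00265 (difference -0.0112, exact permutation p = 0.0286, the smallest possible, lower in 4 of 4 mice). Of these 2 tests, the Trbv result had a Benjamini-Hochberg adjusted p of 0.0571. Within pairs the smallest possible sign-flip p is 0.125, which the Trbv difference reached, so that test could not pass 0.05. *Trbv1* held 6.74% of Trbv expression in the flow-through and 9.40% in the enriched fraction, and without it the difference was -0.0086 (exact permutation p = 0.0571).

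**Figure D4:**
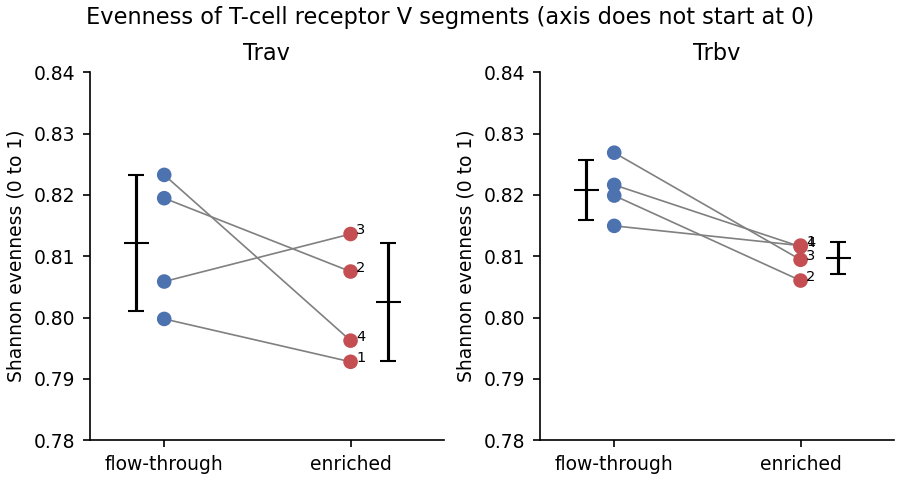
Shannon evenness of Trav and Trbv segment expression in each library, with lines joining the fractions of 1 mouse and bars for mean ± SD of 4 libraries, on an axis from 0.78 to 0.84. Trbv evenness is lower in the enriched library of all 4 mice, while Trav evenness is lower in 3 of 4.

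Marker genes of other cell types describe the make-up of the fractions. The 8 CD8 T-cell identity genes had a mean log2 fold change of 0.41, or 0.21 without flow-through replicate 1, and *Cd8a* was at 289.2 ± 76.2 FPKM in the flow-through and 374.1 ± 12.3 FPKM in the enriched fraction. Flow-through replicate 1 held the lowest *Cd8a* level, 179.2 FPKM. Marker lists of NK cells (mean log2 fold change 1.2, 7 of 11 genes past the threshold), γδ T cells (1.18, 6 of 10), CD4 T cells (1.62, 2 of 2), invariant NKT and MAIT cells (1.09, 1 of 2) and myeloid cells (0.97, 3 of 11) were higher in the enriched fraction under every scaling. Adjusted over the list alone, 9, 8, 2, 2 and 3 genes passed, and 3 of the CD8 T-cell identity genes did, where 1 passed over all genes. With the mouse as a block, 9 myeloid genes, 2 invariant NKT and MAIT genes and 3 CD8 T-cell identity genes passed over all genes. Of the NK-cell genes, 3 are also on another list. The 8 B-cell genes above the filter had a mean of 0.14, with 1 past the threshold over all genes and 1 adjusted over the list alone, and the mean was -0.18 under T-cell scaling. Every fit without 1 library moved it by over 1.5 times, from -0.21 without flow-through replicate 1 to 0.30 without enriched replicate 1, and it was 0.53 among genes of at least 5 FPKM, where all 4 B-cell genes were higher. The B-cell mean was higher in 3 of 4 mice, and with the mouse as a block 3 B-cell genes were higher and 1 was lower. The 5 erythroid genes, which are globin genes and *Alas2*, had a mean of -0.34, with 0 past the adjusted threshold and 0 at an unadjusted p under 0.05, and the mean was -0.73 under T-cell scaling. It was -0.95 without enriched replicate 1, -0.61 without flow-through replicate 2 or 4, -0.16 without flow-through replicate 3, -0.034 without enriched replicate 4, 0.025 without flow-through replicate 1 and 0.073 without enriched replicate 2. Within the mice it was lower in 3 of 4 and ran from -0.76 to 0.39, and with the mouse as a block 2 of the 5 genes were lower. None of the 5 melanoma genes reached a mean of 1 FPKM. *Pmel* was at 0.697 ± 0.240 FPKM in the flow-through and 0.475 ± 0.0596 in the enriched fraction, and *Mlana*, *Tyr*, *Dct* and *Tyrp1* were listed at 0 in every library.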

Values the study reported

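On a microarray of endogenous CD8+ T cells, the study placed 20 of 95 genes, or 21%, that anti-CD4 treatment induced among those tied to activation, differentiation and migration of T cells. From sequencing of receptor amplicons with 3 mice per group, the study described lower Shannon evenness in the IL-18Rα hi fraction than in the flow-through. Its whole transcriptome comparison used 4 mice per group.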

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

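The test of RNA degradation below was fixed before its result was seen, and the tests of γδ T-cell genes and of the normalization were chosen only after the result was seen. Within groups of 4 libraries, 7 of 126 groups examined held 1 library that stood apart from the other 3 by Dixon's criterion at the 95% level, where chance gives 6.3. The number of such values is thus what chance gives, and no single one is evidence of a faulty library.

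In flow-through replicate 1, *Il21r* was at 32.7 FPKM against 58.1 to 63.0 FPKM in the other flow-through libraries, and *Tnfrsf9* was at 6.31 FPKM against 11.05 to 11.2 FPKM. These 2 values share a direction with the T-cell identity genes, which in this library deviated by -0.81 (log2) from the other flow-through libraries. Degraded RNA would part long from short transcripts by an amount near that deficit, but the median deviations of the longest and shortest tercile of genes differed by -0.0062, which argues against it. A fault of normalization would lower all genes alike, but erythroid progenitor genes deviated by 1.65 in the same library and the median of all tested genes by -0.05. A candidate explanation that stays open is a smaller share of T-cell RNA beside more erythroid RNA in this library, from the mouse or from the purification. The design gives no means of separating these.

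In enriched replicate 1, *Cxcr3* was at 194.9 FPKM against 168.9 to 171.3 FPKM in the other enriched libraries, *Lgals1* at 1543 FPKM against 1241 to 1290 FPKM, and *Tbx21* at 61.3 FPKM against 49.7 to 51.7 FPKM. *Pxdc1* lay the other way in this library, at 5.55 FPKM against 10.6 to 11.1 FPKM. In enriched replicate 4, *Ccr4* was at 19.8 FPKM against 22.1 to 22.5 FPKM. For all 5 genes the 8 libraries showed no overlap between the fractions. A single factor for enriched replicate 1 would move the 4 genes alike, and they moved apart. For *Pxdc1*, a smaller share of γδ T cells in that library is a candidate explanation, since the γδ T-cell genes were higher in the enriched fraction (mean log2 fold change 1.16) and several were, like *Pxdc1*, low in this library, as described among the other observations. Genes of other cell types, among them *Ncr1*, *Foxp3* and *H2-Eb1*, were low in it too, so the drop is not particular to γδ T cells. No explanation was tested for *Cxcr3*, *Lgals1*, *Tbx21* or *Ccr4*, and a difference between mice remains open.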

How the results depend on the processing

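T-cell scaling, the mirrored criteria without a p-value and the receptor ratios without single libraries were chosen after the data had been seen, and the other alternatives before. *Il18r1* and *Il18rap* kept their direction and their side of the threshold under every alternative tried, with log2 fold changes of 1.45 to 1.95 and 1.33 to 1.83.

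With the replicate block, 2705 genes were higher and 2763 lower, and 80 genes met the study's listing criteria and 44 the mirrored ones. Both fractions came from each mouse, so the block follows the design. With it the correlated deviations of libraries from 1 mouse leave the error, which raises the counts. The main fit ignores this pairing and keeps those deviations in its error. Among the genes the study names that are reported here, the 10 with the largest change in each direction and the 10 lists tested with camera, the block also brought *Cd69* past the threshold, and it changed no other call. Where it moved the number of genes past the threshold in a list by over 1.5 times, that number is given with the list. Under T-cell scaling the median of all genes moved to -0.39, which by construction lowers the count of higher genes, and 509 genes were higher and 1734 lower. There 6 genes met the listing criteria and the activation markers passed as a list (mean log2 fold change 0.43, camera adjusted p = 0.0142, range over alternatives 0.0142 to 0.394), and the cause was not tested. When all 22789 genes with any value above 0 were tested, 8 genes met the listing criteria and 4 the mirrored ones, and the cause was not tested. Without the p-value, which removes a criterion, the criteria were met by 87 genes and the mirrored ones by 50. Under the other settings that kept all 8 libraries, from 1338 to 1871 genes were higher and from 1283 to 1654 lower.

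The 8 fits that each left out 1 library gave 1107 to 1813 higher and 939 to 1780 lower genes. The listing criteria were then met by 0 to 43 genes and the mirrored ones by 0 to 22 genes, with 42 and 22 without flow-through replicate 1, 43 and 5 without flow-through replicate 2, and 0 for the listing criteria without any of the other 6. Higher genes fell furthest without enriched replicates 2 (1115) and 4 (1107), and lower genes without these (958 and 971) and without flow-through replicate 3 (939). Each of these fits has 7 libraries, yet the counts differed among them, so the number of libraries alone does not set them and the cause was not tested.

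With an estimated inter-gene correlation no list passed, although the means were by construction the same: 1.63 for the anti-CD4-induced genes, 2.18 for innate-like markers, 2.28 for NK receptors, 1.11 for effector cytokines, 1.43 for inhibitory receptors, 1.02 for cytotoxicity, -0.66 for naive T-cell genes, 0.455 for proliferation and 1.70 for type 17 genes. The adjusted p was 0.149 or 0.394. By fry, naive T-cell (-0.66) and proliferation genes (0.455) did not pass and activation markers (0.80) did. The cause was not tested. Leaving *Il18r1* out of the lists changed no call.

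The difference in Trbv evenness was -0.0086 without *Trbv1*, with an exact permutation p of 0.0571, and it ran from -0.0131 to -0.0091 across the tests that left out 1 library. The exact permutation p was 0.0286 without any 1 of the flow-through libraries and 0.0571 without any 1 of the enriched libraries, and the cause was not tested. With the mouse as a block the smallest possible p is 0.125, so that test says nothing about stability. Trav evenness was lower under all alternatives (-0.0137 to -0.0058) and passed under none.

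Of 54 other named genes, 42 kept their direction and side of the threshold throughout and 12 did not. *Il7r*, *Il15ra* and *Il21r*, which did not differ, changed sign without flow-through replicate 1 (-0.036, -0.073 and -0.18) and under T-cell scaling (-0.24, -0.27 and -0.37), and across the fits without 1 library they ran from -0.036 to 0.30, from -0.073 to 0.19 and from -0.18 to 0.12. Flow-through replicate 1, which had the lowest T-cell levels, is the cause of the first change by construction, and the second follows from the lower median of all genes. The remaining changes were 14 to the far side of the threshold and 8 past it. With a minimum mean of 5 FPKM, 51 of the 54 genes had a value. The lowest estimated depth was 14672000 fragments, and values under about 1 FPKM rest on few fragments, so the folds of genes such as *Pxdc1* and *Ncr1*, which were near that level in the flow-through, are imprecise.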

Other observations

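The tests of splits, of T-cell scaling for the activation genes and of the mirrored criteria were fixed before their results were seen, and all other tests below, dendritic-cell genes included, were chosen only after the result was seen, on the same data, so that what follows are hypotheses.

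The 8 libraries can be split into 4 and 4 in 35 ways. Only 1 of the 35 splits, the real one, gave 3384 genes at an adjusted p under 0.05. The other splits gave 0 genes, with 20 to 2763 at an unadjusted p under 0.05. For the listing criteria and for the mirrored criteria the count was 1 of 35 too, which adds no evidence. These criteria ask for an adjusted p under 0.001, and no gene in the other splits passed 0.05. Of the 10 lists, 9 passed camera in the real split, and 3 of the 35 splits gave as many, 2 of them among the 8 splits that part every mouse. The number of lists past the camera threshold is therefore no larger than other splits give. The other 2 splits with as many lists each kept 3 of the 4 flow-through libraries together, so they are not free of the difference between the fractions.

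A larger share of T-cell RNA in the enriched libraries is argued against as the whole cause of higher activation genes, since the mean log2 fold change of the 20 anti-CD4-induced genes the study picked was still 1.28 after T-cell scaling. A smaller share of T-cell RNA in the enriched libraries is argued against as the reason for lower naive T-cell genes, since the T-cell identity genes were higher there (mean log2 fold change 0.41, or 0.21 without flow-through replicate 1). A greater share of differentiated cells stays open for both and was not tested.

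Ribosomal protein genes were lower in the enriched fraction as a family. With paralogs and related copies included, as first examined, 82 of 83 genes were lower and 76 were so at a limma adjusted p under 0.05, with *Rpl39l* (0.062) the exception. The list used below left out 8 of these 83 genes after their values had been seen, *Rpl39l* and the lower *Rps3a1* among them. All 75 genes of the list were lower, 73 of them at a limma adjusted p under 0.05 and 72 without overlap between the fractions, where chance gives 1.43%. The median log2 fold change was -0.42, with a range of -0.62 to -0.06. They held 25.1 ± 0.812% of summed FPKM in the flow-through and 19 ± 1.24% in the enriched fraction. The mean of the list was negative under every alternative, from -0.82 under T-cell scaling to -0.22 under quantile normalization, where 2 of the genes turned positive. A bias against short transcripts is argued against, since 1321 other genes no longer than the median ribosomal protein transcript had a median log2 fold change of 0.084. A bias against abundant transcripts is argued against too, since 26 other genes as abundant as most ribosomal protein genes had a median of 0.26. Erythroid RNA in the flow-through would make these genes higher in flow-through replicates 1 and 3, which held the most globin RNA, but 9.33% of them showed this order, against 31.8% of genes that did not differ. A candidate explanation that stays open is a difference between naive and differentiated T cells in ribosomal protein RNA. Reads shared with processed pseudogenes were not examined.

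Erythroid progenitor genes were lower in the enriched fraction. For globin genes and *Alas2* this was less clear, with a mean of -0.34 that ran from -0.95 to 0.073 across the fits without 1 library and was -0.73 under T-cell scaling. Of 25 genes listed, 24 were above the filter and all 24 were lower, 9 at an adjusted p under 0.05 (23 with the mouse as a block), with a mean log2 fold change of -1.47 and a range over pairs of -1.80 to -1.18. *Car1* fell from 881.6 to 152.7 FPKM and *Gata1* from 64.4 to 16.6 FPKM, while *Slc4a1*, a gene of later stages, was at 24.8 ± 26.8 and 22.2 ± 23.6 FPKM. The pattern was not made by 1 library, since the mean was -1.06 without flow-through replicate 1. Fewer erythroid cells of every stage is argued against, as globin genes and *Alas2* changed by 1.13 ± 0.582 more than the progenitor genes within the pairs. Fewer bystander cells of every kind is argued against, as granulocyte progenitor genes changed by 1.78 ± 0.270 more. Those 10 granulocyte genes had a mean of 0.31, with 0 past the adjusted threshold and 1 at an unadjusted p under 0.05. Within the mice their mean was higher in 4 of 4, by 0.31 ± 0.060, and with the mouse as a block 4 genes were higher and 1 was lower. In fits without the block the mean was -0.052 under T-cell scaling, -0.0495 without flow-through replicate 1, -0.089 without enriched replicate 2, 0.70 without flow-through replicate 2 and 0.65 without enriched replicate 1, and *Mpo* ranged from 203.4 to 1394 FPKM over the 8 libraries. Both kinds of progenitor are thus candidate sources of RNA in these libraries, and only erythroid progenitors appear to be depleted by the column.

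The reach of such cells was asked of the other genes lower in the enriched fraction. Of 1655 lower genes outside the erythroid lists, 54.0% were higher in flow-through replicates 1 and 3 than in both others, against 31.8% of genes that did not differ, and 12% showed the opposite order, against 34.6%. The share was taken as larger from 1.5 times that of the genes that did not differ, a limit set after both shares had been seen. This is consistent with erythroid progenitors behind part of the lower genes, but any other source that was larger in flow-through replicates 1 and 3 would give the same order and was not excluded. The 10 genes that met the mirrored criteria, which apart from *Gm15915* and *Grb10* were *Muc13*, *Zg16*, *Slc45a3*, *Slc22a3*, *Slc6a19*, *Myb*, *Spns2* and *Frat2* and are given here after their values were seen, behaved otherwise. Of these, 20% showed the order, and 9097 of 10000 random lists matched on level gave as large a share, with a mean of 34.3%. The criteria ask for a small spread within the flow-through, which itself removes genes with this order. The test was first read as evidence against erythroid cells, and this reading was withdrawn after the result was seen for that reason, so for these 10 genes the erythroid and other sources cannot be told apart. *Myb* was at 82.9 ± 5.17 FPKM in the flow-through and 26.8 ± 5.23 FPKM in the enriched fraction.

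MHC class II genes were higher in the enriched fraction, with a mean log2 fold change of 1.59 over 7 genes, 6 past the threshold. *Cd74* rose from 224.0 ± 92.3 to 704.7 ± 273.8 FPKM. B cells are argued against as the whole source, since the highest log2 fold change among 8 B-cell genes was 0.98 (*Cd22*), the mean was 0.14 over these and 0.53 over the 4 in the set of genes of at least 5 FPKM, and *Cd79a* was at 14.2 ± 5.94 and 16 ± 8.25 FPKM. Dendritic cells are a candidate source. Of 12 dendritic-cell genes other than *Xcr1*, 10 were higher, 8 of them past the threshold, with a mean of 0.98 and a range of -1.27 (*Ccr7*) to 1.80 (*Batf3*). *Ccr7* is also on the naive T-cell list, and leaving it out, a choice made after its value was seen, gave a mean of 1.19. *Ccr7* was the most abundant of these genes, at 93.6 ± 26.8 and 36.9 ± 2.21 FPKM, and *Zbtb46* (-0.23) was not higher either. *Naaa*, the next most abundant, rose from 17.4 ± 5.76 to 58.7 ± 22.7 FPKM and *Clec9a* from 2.39 ± 1.05 to 9.65 ± 3.65 FPKM. The full list of 13 conventional dendritic-cell genes had a mean of 1.04, and 1 of its genes is also on another list. Plasmacytoid dendritic-cell genes had a mean of 0.16, higher in 4 of 4 mice. Of 9 genes, 2 were higher and 1 was lower at an adjusted p under 0.05. With the mouse as a block, 5 were higher and 1 was lower. In fits without the block the mean was -0.15 under T-cell scaling, -0.31 among genes of at least 5 FPKM, 0.049 without flow-through replicate 1, 0.26 without flow-through replicate 4 and 0.078 without enriched replicate 4. Whether such cells express IL-18Rα or were held by the beads was not tested, and MHC class II expression by activated T cells stays open.

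NK receptor genes may reflect NK cells in the enriched fraction as well as T cells that express them. All 8 NK-cell genes that the study did not name, without *Prf1*, were higher, 5 of them past the threshold, with a mean log2 fold change of 1.01 and a range of 0.08 (*Eomes*) to 1.47 (*Klra9*). *Tyrobp* rose from 104.1 ± 49.4 to 221.3 ± 75.3 FPKM, a gene that myeloid cells express too. NK-like CD8+ T cells would give the same pattern, so the source stays open.

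*Ccr6*, *Blk* and *Pxdc1* may come in part from γδ T cells. The 9 γδ T-cell genes on no other list were all higher, 5 of them past the threshold (8 with the mouse as a block), with a mean log2 fold change of 1.16. *Trdc* rose from 8.01 ± 3.50 to 17.3 ± 5.91 FPKM and *Trdv4* from 1.14 ± 0.847 to 6.93 ± 2.35 FPKM. In enriched replicate 1 *Ccr6*, *Blk* and *Pxdc1* were at 0.491, 0.410 and 0.509 times the mean of replicates 2 to 4, and *Trdc*, *Trdv4*, *Cd163l1* and *Il23r* at 0.524, 0.509, 0.548 and 0.386 times. *Hrh4* (1.05), *Cd40lg* (1.1) and *Il18r1* (0.995), by contrast, were not low in it. Of 9273 genes of at least 5 FPKM, 5.01% had a ratio under 0.6. These genes were set side by side after their values were seen, and 1 library carries the shared drop, so it excludes nothing.

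*Foxp3* and *Cd4* were detected after anti-CD4 treatment and were higher in the enriched fraction, *Foxp3* from 2.62 ± 1.36 to 11.6 ± 5.48 FPKM and *Cd4* from 0.662 ± 0.423 to 3.93 ± 2.73 FPKM. Regulatory T cells that escaped the antibody are a candidate explanation, and 9 of 10 regulatory T-cell genes were above the filter with a mean log2 fold change of 1.14, 6 of them past the threshold, though 3 of them are also on other lists and activated CD8+ T cells express several. Such cells would keep the ratio of *Foxp3* to *Cd4*, which was 4.09 ± 0.651 in the flow-through and 3.23 ± 0.610 in the enriched fraction (exact permutation p = 0.143). Within the mice the ratio was lower in 4 of 4 pairs, by a mean difference of -0.854 ± 0.426 (exact sign-flip p = 0.125, the smallest possible). This leans against such cells as the only source of both transcripts. It does not exclude them, since *Cd4* was under 1 FPKM in 3 of 4 flow-through libraries, so that the ratio rests on few fragments there, and CD4 cells and *Foxp3* in CD8+ T cells cannot be told apart.

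Immunoglobulin transcripts took 6.61 ± 3.62% of summed FPKM in the flow-through and 9.92 ± 4.23% in the enriched fraction, higher in 4 of 4 pairs by a mean of 3.30 points. Leakage between libraries during sequencing is argued against, since in 4 of 4 mice the closest enriched library by shares of 348 V segments was that of the same mouse (correlations across segments 0.945 to 0.983, against 0.515 to 0.896 otherwise), and 1 of 24 assignments of libraries gave as large a sum. *Igkv5-39* made up 15.2% and 20.3% of V expression in the fractions of replicate 4 and was the leading segment in replicate 2 too, at 10.1% and 13.1%, so it does not mark 1 mouse. Plasma-cell genes had a mean log2 fold change of 0.57 over 11 genes, 2 past the threshold and 9 with the mouse as a block, and it was higher in 4 of 4 mice. The mean was 0.32 without flow-through replicate 1 and 0.21 under T-cell scaling. *Jchain* was at 723.4 ± 400.8 and 1028 ± 423.9 FPKM. Plasma cells, or RNA released by them, are a candidate source. Whether the segments differ by mouse for a biological reason was not tested, and reads of similar V segments are divided with uncertainty.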
